A study of Mus musculus with 2 samples.

How the data were processed

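Polyadenylated RNA of stimulated mouse bone marrow-derived macrophages was measured in 2 libraries of 1 group, labelled biological replicates 1 and 2, at 100 ng/mL and 300 min. The replicate numbers come from the labels. As they share a donor record, the spread between them is that of 2 biosamples of the same donor record. Nothing else in the labels says whether the cultures were separate.

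The authors deposited a gene table and a pair of transcript tables per library, on the mm10 assembly with the GENCODE M21 annotation, per the file headers and accompanying notes. The aligner, the quantifiers and their versions are not given in the sources used here. Column layouts are those that RSEM writes (gene and first transcript table, made from alignments to the transcriptome) and that kallisto writes (second transcript table, made from the reads and an index), per the deposited tables. The expected counts the authors deposited are estimated reads or fragments per gene or transcript with no normalization, and shared reads are divided among genes, so values can be fractional. Deposited TPM values are scaled to transcript length and to a fixed total per library, spike-in rows included. Deposited FPKM values are scaled to transcript length and to the number of fragments, and were used in 1 alternative. The percent column of the deposited transcript table gives the share of the gene's TPM in each transcript. Whether the counting used strand is not stated, so a gene and its antisense partner may share reads. The table has 55536 gene rows, all of which had a symbol in the annotation, and 26248 tRNA, 96 ERCC spike-in and 1 phiX174 rows, which were left out of library sizes and tests. Those rows held 0.132% of expected counts in replicate 1 and 0.0882% in replicate 2.

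TPM depends on the length assigned to each transcript. Short transcripts such as mt-Atp8, or in the second quantification the small RNA gene Mir6236 at 6.87% and 1.86% of TPM, take a large share from few counts, which lowers all other TPM of that library. Ratios between the libraries were therefore taken from counts. A gene whose reads shift to shorter or longer transcripts can have TPM and count ratios that differ in size or sign, as for Ctsb.

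Gene lists (31 lists with 405 members, all matched), the rule for named genes, the tests and the alternatives were fixed before the data were examined. The lists cover cytokines, chemokines, interferons, interferon-stimulated genes, NF-kB, feedback, immediate early genes, Toll-like receptors, metabolism, antigen presentation, cell death, cholesterol, cell cycle, macrophage identity, reference genes, sex-linked genes, nuclear RNAs and markers of 11 other cell types. Ribosomal protein genes, mitochondrially encoded genes and histones were taken from the annotation. Named genes are the 4 highest and the lowest member of each main list, all interferon and sex-linked genes, the 3 highest members of each other-cell list, the 20 highest nuclear protein-coding genes, the 10 largest ratios in each direction at 100 or more summed counts, and response genes with differing leading transcripts. Members of the other-cell lists below 1 TPM are given as counts of members. Other named genes (among them Il6, Il10, Il12b, Csf2, Lif, Cxcl1, Cxcl2, Ccl2, Ccl7, Ccl12, Cxcl9, Fos, Tlr4, Hba-a1, Ltf, Top2a, Ccnb2, Cd36, Fcgr3 and Mmp8) were chosen after their values were seen. Values of some single genes that the rule takes are not reported here.

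A gene was called detected at 1 TPM in both libraries. For each list the number of members at that level and the median TPM were calculated, per library and over the members' mean TPM, with the percentile of the latter among 10000 random lists of the same size from genes at 1 TPM in either library. The percentile is given for the immediate early genes alone, and the medians of some lists are not given. Leading transcripts were compared for genes with 2 or more transcripts. Expected counts were rounded to whole numbers. Genes with enough counts were kept by filterByExpr of edgeR 4.0.16 in R 4.3.3 (12226 genes), and library sizes were scaled by TMM. The biological coefficient of variation came from an intercept-only edgeR fit. Each gene was compared between the libraries by a two-sided exact binomial test with Benjamini-Hochberg adjustment, called at an adjusted p under 0.05 and 1.5-fold. With 1 library on each side this test holds no spread between cultures. Log2 ratios are of TMM-scaled counts with a prior count of 2, replicate 2 over replicate 1. The median ratio of a list was set against 10000 random lists matched on mean expression in 10 bins, and described as outside when beyond their central 95%. No p-value was made from genes. They were counted as 2 samples because the labels give separate biosamples. Their counts differed beyond counting error (chi-square of 346 per gene over 12226 genes), which separate library preparation alone can give. The share of genes within 2-fold between quantifications was taken at 10 TPM or more with a pseudocount of 1. Intervals of shares are exact Clopper-Pearson intervals at 95%, and 0 counts was taken to allow up to 3 counts. These intervals are over numbers of genes and treat genes as independent, which they are not. The limits cover counting error only, since reads were not marked by molecule. With 1 group no test between conditions was possible.

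Alternatives were DESeq2 1.42.0 size factors and dispersion, no filter, other TPM thresholds (0.5 and 5), a pseudocount of 0.1 in place of 1, the second quantification, TPM rescaled over nuclear protein-coding genes, FPKM or 10 counts for detection, the mean of log2(TPM + 1) or members at 1 TPM for differences between lists, 1 and 50 TPM for leading transcripts, a 2-fold threshold, a negative binomial test with dispersion 0.01 and each library alone. After seeing the data, a lowess correction of the log2 ratio for GC content and length (span 0.3, 99.9% of filtered genes with values), a requirement of 1.5-fold in the second quantification, and the log2(TPM + 1) of the first quantification for ratios, were added. Ratios between the libraries in the second quantification are of log2(TPM + 1) and not of counts, so they differ from the main ratios in scale as well. Those of the first quantification on that scale tell the 2 choices apart. Both were centred on their median over filtered genes. On simulated counts for the same 12226 genes the coefficients of variation 0.05, 0.2 and 0.4 were recovered as 0.0493, 0.199 and 0.396. Of 50 genes each changed by log2 -2, -1, 1 and 2, the library comparison called 50, 45, 50 and 50, with 5 calls among 12026 unchanged genes. A list of 15 genes shifted by 0.5 reached percentile 100.0 and an unshifted list 89.58. These checks do not show how often unchanged genes are called at the spread of the real libraries, a coefficient of variation of 0.319. The real matched span of the 15 chemokines was -0.20 to 0.54, so a median of 0.5 would lie inside it. Python 3.11.15 with statsmodels 0.14.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.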

Results

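Polyadenylated RNA was sequenced from whole-cell extracts of bone marrow-derived macrophages of C57BL/6J mice, which are macrophages grown in culture from marrow precursors. The cells had been stimulated at 100 ng/mL for 300 min. The labels name the stimulus in different ways, as Lipid A in the sample description and as lipoprotein A, a protein, in the source and treatment fields, so it is called the stimulus here. The series holds 1 group of 2 libraries, which the labels call biological replicates 1 and 2. They have separate biosample records and the same donor record. No unstimulated or other group was analysed, so the values describe levels 300 min after the stimulus and the spread between the libraries, and no value states a response to the stimulus. Expected counts summed to 38078399 in replicate 1 and 63705317 in replicate 2.

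At 300 min the macrophages carried high levels of inflammatory, chemotactic and interferon-response transcripts beside their lysosomal and lipid-handling genes. Among nuclear protein-coding genes the highest mean was that of Fth1, the ferritin heavy chain, at 21890 ± 3300 TPM, a length-scaled share of all transcripts (SD, n = 2). It was followed by Gpnmb, a lysosomal membrane glycoprotein, at 17400 ± 11600 TPM, by the lysozyme gene Lyz2 at 12030 ± 2170 TPM and by B2m, the light chain of class I molecules, at 11920 ± 3880 TPM (SD, n = 2). The chemokine Cxcl10 (10050 ± 254 TPM) came next, then Apoe (9482 ± 1930 TPM), Actb (9183 ± 251 TPM), the lysosomal saposin precursor Psap (8505 ± 40.3 TPM), Ftl1 (8274 ± 2820 TPM) and the antiviral gene Rsad2 (7789 ± 2210 TPM; SD, n = 2 for each). Ctsb, Ccl5, Ctsd, Selenop, Tmsb4x, Ifit2, Cmpk2, Eef1a1, Ccl3 and Cd68 completed the 20 highest genes. Thus 3 chemokines and 3 interferon-stimulated genes ranked among the 20. In all, 9982 genes reached 1 TPM in both libraries, 9349 of them protein-coding, and 1155 reached 100 TPM in both. The 10 highest genes of each library took 17.2% ± 1.44 of all TPM and the 100 highest took 44.5% ± 0.0557 (SD, n = 2). Mitochondrially encoded genes took 9.0% ± 0.601 of TPM but 2.9% ± 0.641 of expected counts. A single short gene, mt-Atp8, held 4.32% ± 0.321 of TPM from 0.039% ± 0.00403 of the counts, and in the second quantification 1.38% ± 0.381 from 0.0379% ± 0.005. Ribosomal protein genes held 4.28% ± 0.935 of TPM (SD, n = 2).

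**Figure D1:**
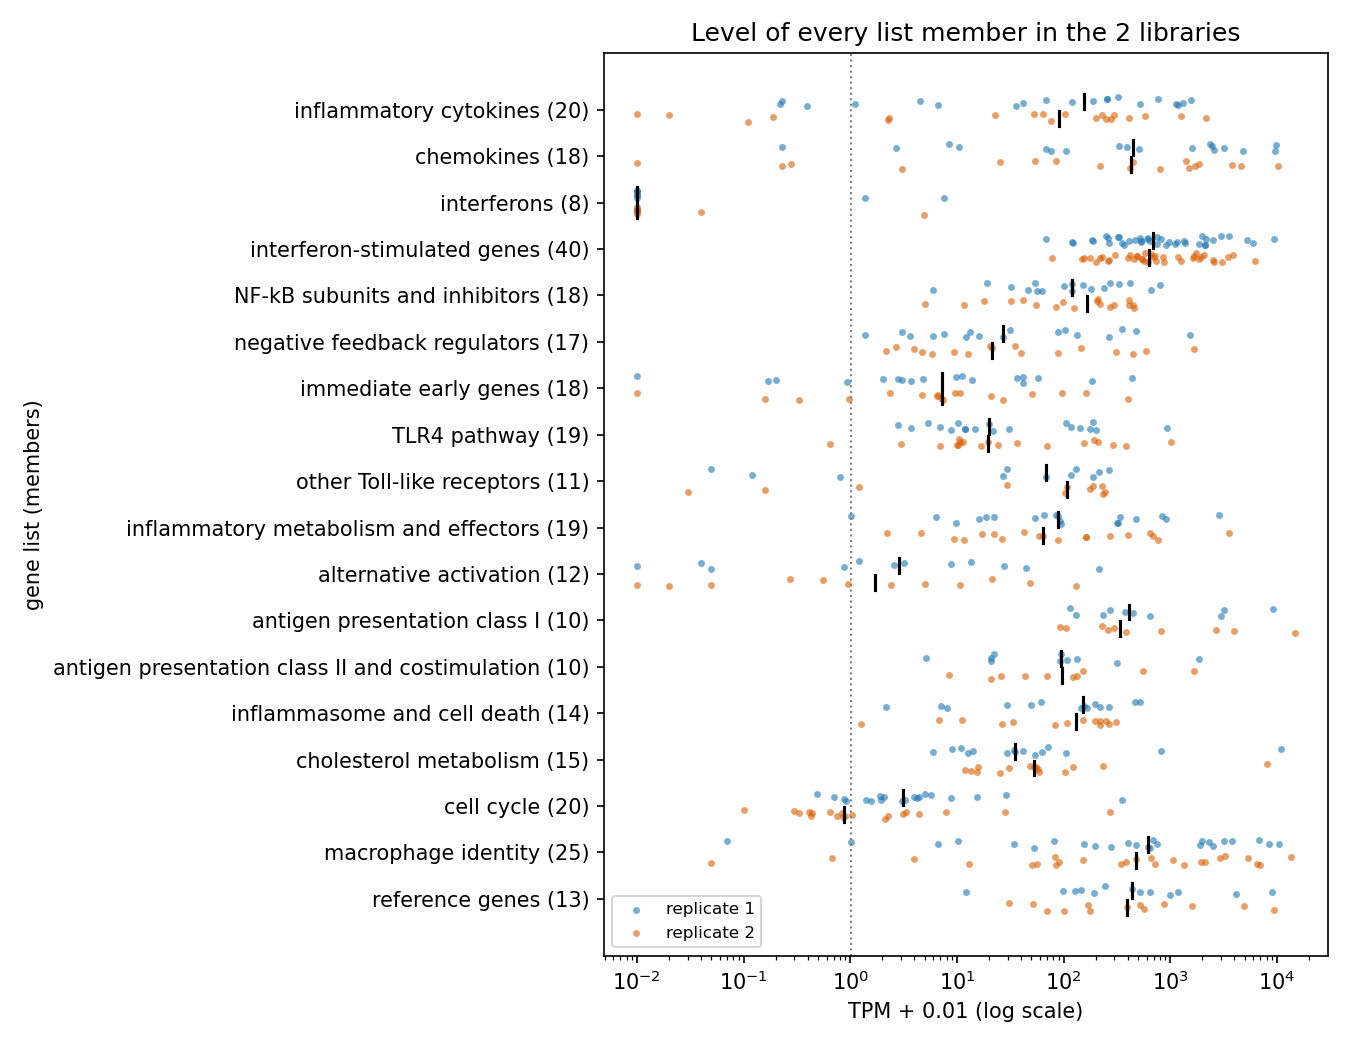
Level of each member of the 18 main gene lists, as TPM + 0.01 on a log axis, with replicate 1 in blue and replicate 2 in orange; black bars are the median of the list in each library and the dotted line marks 1 TPM. The 40 interferon-stimulated genes all lie above 1 TPM, while 6 of the 8 interferon genes lie below it in both libraries.

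Inflammatory cytokines were abundant but uneven. Of the 20 members, 16 reached 1 TPM and 10 reached 100 TPM in both libraries. The median over members was 155 TPM in replicate 1 and 90.0 TPM in replicate 2, and 167 TPM when taken over the members' mean TPM. The highest was Il1rn, the interleukin-1 receptor antagonist, at 1880 ± 429 TPM. Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007, minus strand, mm10) stood at 1288 ± 38.3 TPM, a spread between the libraries of a few percent. Il1a (704 ± 669 TPM) and Il1b (690 ± 620 TPM) had nearly as large an SD as mean, with 1177 against 231 TPM and 1129 against 252 TPM in replicates 1 and 2 (SD, n = 2). Il6 had 258 TPM in replicate 1 and 52.5 TPM in replicate 2. Il12b was at 261.5 ± 86.7 TPM and Il10 at 66.3 ± 3.45 TPM (SD, n = 2). Csf2, Csf3 and Lif, growth factor and cytokine genes, stayed below 1 TPM in both libraries, and Csf3 had the lowest mean of the list at 0.105 TPM.

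Chemokine transcripts were among the most abundant in the cells. Of 18 members, 15 reached 1 TPM and 6 reached 1000 TPM in both libraries, with list medians of 453 and 433 TPM, and 662 TPM over the members' mean TPM. The latter was 1110 TPM with TPM rescaled over nuclear protein-coding genes, which leaves out Cxcl11. Cxcl10, a ligand of the receptor Cxcr3 (ENSMUSG00000034855.13, chromosome 5, 92346638 to 92348889, minus strand), had 9868 and 10226 TPM. Ccl5 (ENSMUSG00000035042.2, chromosome 11, 83525778 to 83530518, minus strand) had 9637 and 4636 TPM, a mean of 7137 ± 3540 TPM, followed by Ccl3 (4282 ± 716 TPM) and Ccl4 (2439 ± 1030 TPM; SD, n = 2). The lowest was Cxcl5 at 0.11 TPM. The neutrophil-attracting Cxcl1 and Cxcl2 were far below the monocyte attractants Ccl2 and Ccl7, with means of 6.75 and 46.8 TPM against 1639 and 1999 TPM.

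Interferon-stimulated genes were high throughout while interferon transcripts themselves were close to undetected. All 40 interferon-stimulated genes exceeded 1 TPM, 39 exceeded 100 TPM and 14 exceeded 1000 TPM in both libraries, with medians of 696 and 639 TPM. Rsad2 (viperin; ENSMUSG00000020641.16, chromosome 12, 26442746 to 26456452, minus strand) led at 9352 and 6225 TPM, then Ifit2 (4733 ± 1740 TPM), Cmpk2 (4549 ± 931 TPM) and Ifit3 (3042 ± 64.4 TPM; SD, n = 2). The lowest member was Irf9, a subunit of the interferon-activated complex ISGF3, at 73.1 ± 6.82 TPM. Of 8 interferon genes, only Ifnb1 (ENSMUSG00000048806.4, chromosome 4, 88522025 to 88522774, minus strand) reached 1 TPM in both libraries, with 7.54 TPM from 89 counts and 4.92 TPM from 102 counts. Ifng had 27 counts (1.37 TPM) in replicate 1 and 0 in replicate 2, where 0 counts allows up to 0.13 TPM. Ifna1, Ifna4, Ifna5, Ifnl2 and Ifnl3 had 0 counts in both libraries, which allows up to 0.41, 0.42, 0.41, 0.28 and 0.39 TPM in replicate 1, and Ifna2 had 0 counts and 1 count. These limits cover counting error only. The median interferon-stimulated gene exceeded the median reference gene by 0.67 and 0.70 on the log2 scale in replicates 1 and 2, a mean of 0.69 ± 0.023 (SD, n = 2).

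NF-kB subunits and inhibitors were all present at 1 TPM or more, with 10 of 18 at 100 TPM in both libraries. The highest was Tnip3 at 629 ± 241 TPM, with 44.4% and 35.1% in the retained-intron transcript Tnip3-205 in replicates 1 and 2. Next came the inhibitor Nfkbia (IkB alpha) at 553 ± 155 TPM and the deubiquitinase Tnfaip3 (A20) at 417 ± 2.67 TPM. The kinase Ikbke followed at 283 ± 17.8 TPM (SD, n = 2 for each). Nfkbid was lowest at 5.46 TPM. Of 17 negative feedback regulators all reached 1 TPM but 5 reached 100 TPM in both libraries. They were led by Cd274, which encodes PD-L1, at 1595 ± 92.2 TPM, and by Atf3 (533 ± 78.5 TPM), Zfp36 (356 ± 125 TPM) and Socs3 (332 ± 34.7 TPM; SD, n = 2). Cish was lowest at 2.63 TPM. Of 18 immediate early genes, which are genes of the first wave of a response, 14 reached 1 TPM in both libraries. Their list medians were 7.31 and 7.27 TPM, and the median over mean TPM, 7.56 TPM, lay at the 17.8th percentile of random lists of expressed genes, inside their central 95%. Klf6 (419 ± 28.7 TPM), Junb (172 ± 15.1 TPM), Jun (69.1 ± 39.1 TPM) and Ier3 (53.9 ± 4.43 TPM) were highest (SD, n = 2), Fos was at 12.4 TPM and Fosl1 at 0. The median immediate early gene lay below the median interferon-stimulated gene by a log2 ratio of -6.57 in replicate 1 and -6.46 in replicate 2.

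Genes of inflammatory metabolism exceeded genes of alternative activation. All 19 members of the inflammatory metabolism and effector list reached 1 TPM, with Acod1, which makes itaconate (ENSMUSG00000022126.6, chromosome 14, 103046977 to 103056573, plus strand), at 3223 ± 525 TPM, the superoxide dismutase Sod2 at 845 ± 104 TPM, the oxidase subunit Cybb at 742 ± 143 TPM and the inducible nitric oxide synthase Nos2 at 586 ± 147 TPM (SD, n = 2). Of the TPM of Sod2, the protein-coding transcript Sod2-201 took 12.7% and 9.39% in replicates 1 and 2. The retained-intron transcript Sod2-204 took 38.3% and 37.8%, and the processed transcript Sod2-207 took 38.2% and 46.8%. Of 12 alternative activation genes, 6 reached 1 TPM in both libraries. Mrc1, the mannose receptor, was highest at 173 ± 58.8 TPM, followed by Tfec (46.1 ± 3.0 TPM), Ccl24 (17.6 ± 5.49 TPM; SD, n = 2) and Chil3 (27.7 and 5.04 TPM in replicates 1 and 2). Retnla was at 0 in both libraries. The log2 ratio of the list medians, alternative over inflammatory, was -4.96 in replicate 1 and -5.25 in replicate 2. It was -2.05 over the members that reached 1 TPM alone.

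Genes of Toll-like receptor signalling and antigen presentation were expressed over a wide range. In the TLR4 pathway 18 of 19 members reached 1 TPM in both libraries. The co-receptor Cd14 was highest at 970 ± 62.9 TPM, ahead of Irf5 (292 ± 126 TPM), Tab2 (217 ± 105 TPM) and Myd88 (192 ± 3.04 TPM; SD, n = 2). Tlr4 itself had 30.8 and 16.9 TPM, and Lbp was lowest at 1.72 TPM. Among the other Toll-like receptors 8 of 11 reached 1 TPM, led by Tlr7 (258 ± 15.8 TPM), Tlr2 (222 ± 10.6 TPM), Tlr1 (213 ± 32.3 TPM) and Tlr3 (160 ± 42.4 TPM; SD, n = 2), with Tlr12 at 0.03 TPM. All 10 class I presentation genes reached 100 TPM in at least 1 library and 9 did so in both, with H2-K1 at 3570 ± 563 TPM, H2-D1 at 2828 ± 199 TPM and Tapbp at 728 ± 121 TPM (SD, n = 2), and Tap2 lowest at 110.5 TPM. In the class II and costimulation list the CD40 receptor gene Cd40 stood at 1772 ± 149 TPM, Cd74 at 435 ± 170 TPM, H2-Aa at 129 ± 7.54 TPM and H2-Ab1 at 123 ± 41.4 TPM (SD, n = 2), and the class II transactivator Ciita was lowest at 6.83 TPM. All 14 inflammasome and cell death genes reached 1 TPM, from Casp4 (393 ± 113 TPM), Casp1 (388 ± 194 TPM), Ninj1 (243 ± 33.1 TPM) and Aim2 (241 ± 32.8 TPM; SD, n = 2) down to Nlrc4 at 1.7 TPM. Nlrc4 was at 9.96 TPM in the second quantification.

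Cholesterol genes reached 1 TPM throughout, and cell cycle genes did so more often in replicate 1. All 15 cholesterol metabolism genes reached 1 TPM. Below Apoe stood the lipase Lpl (524 ± 408 TPM) and the sterol transporter Abcg1 (114 ± 11.8 TPM; SD, n = 2), with the sterol synthesis enzyme Sqle lowest at 10.7 TPM. Of 20 cell cycle genes 9 reached 1 TPM in both libraries, 16 did so in replicate 1 and 9 in replicate 2, and the list medians were 3.14 and 0.86 TPM. Pcna (313 ± 58.3 TPM) and Mcm6 (28.3 ± 0.389 TPM) were highest (SD, n = 2), then Cdk1 (15.6 and 4.42 TPM in replicates 1 and 2) and the proliferation marker Mki67 (8.78 and 7.89 TPM). Bub1 was lowest at 0.385 TPM.

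Macrophage genes dominated over markers of other cells. Of 25 macrophage identity genes 23 reached 1 TPM and 9 reached 1000 TPM in both libraries, with medians of 618 and 479 TPM. Below Lyz2 came the cathepsins Ctsb (7501 ± 1350 TPM) and Ctsd (6868 ± 38.0 TPM) and the scavenger receptor Cd68 (3948 ± 2050 TPM; SD, n = 2). Cx3cr1 was lowest at 0.05 TPM. The 13 reference genes all exceeded 1 TPM, with Actb, Eef1a1 (4531 ± 596 TPM), Gapdh (1386 ± 301 TPM) and Ppia (931 ± 92.9 TPM) highest (SD, n = 2) and Tbp lowest at 21.4 TPM. No member of the NK cell, dendritic cell, mast cell and basophil, fibroblast or progenitor lists reached 1 TPM in both libraries. Single members of other lists did so, among them Lck (47.2 TPM) of the T cell list, Cd22 (10.7 TPM) of the B cell list, Kdr (43.8 TPM), Vwf (6.53 TPM) and Cdh5 (2.12 TPM) of the endothelial list, and Acp5 (137 TPM), Nfatc1 (12.4 TPM) and Ctsk (3.21 TPM) of the osteoclast list. Pf4, a platelet factor gene, had 753 and 105 TPM in replicates 1 and 2, and Ppbp had 11.8 and 1.68 TPM, while the haemoglobin gene Hba-a1 had 0.19 and 0.1 TPM. By the median of the mean TPM, the highest list of another cell type was that of neutrophils, with medians of 5.27 and 0.225 TPM, although in replicate 2 the endothelial (0.42 TPM) and osteoclast (0.295 TPM) medians were higher. S100a9 (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721, minus strand), a calprotectin subunit, had 316 TPM in replicate 1 and 10.2 TPM in replicate 2, and S100a8 had 127 and 5.63 TPM. Csf3r, also on that list, was at 81.7 and 152.6 TPM. The log2 ratio of macrophage identity over neutrophil markers was 6.88 in replicate 1 and 11.1 in replicate 2. It rests on neutrophil medians near 0, and was 4.66 over members at 1 TPM and 5.93 by the mean of log2(TPM + 1), as means of the libraries. Xist had 67.5 and 29.8 TPM, and the Y-linked genes Kdm5d and Ddx3y had 1 count each in replicate 1 and 0 in replicate 2, with Eif2s3y and Uty at 0 in both. Malat1, a nuclear RNA, was at 553 and 773 TPM and Neat1 at 147 and 38.3 TPM. By TMM-scaled counts all 3 members of the nuclear RNA list were lower in replicate 2. TPM and counts of Malat1 thus differed in direction.

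The other comparisons between lists had the same sign in both libraries. Inflammatory cytokines lay below reference genes by a log2 ratio of -1.5 in replicate 1 and -2.13 in replicate 2, and chemokines lay above inflammatory cytokines by 1.55 and 2.27. The size of the first depended on members near 0, since as means of the libraries it was -1.81 over all members, -0.82 over members at 1 TPM and -2.72 by the mean of log2(TPM + 1). With 2 values per list a permutation test cannot give a p below 0.333, so none was run.

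The libraries differed in more than counting error. Across the 11059 genes at 1 TPM in either library, Pearson's r of log2(TPM + 1) was 0.942 and Spearman's rho 0.936, over genes, which are not independent replicates. The biological coefficient of variation estimated by edgeR was 0.319. Of 12226 genes with enough counts, 4097 differed by at least 1.5-fold at an adjusted p under 0.05 (exact binomial test, two-sided, Benjamini-Hochberg), 1895 higher in replicate 2 and 2202 higher in replicate 1. That test compares the libraries and no conditions. It allows for counting error alone, and 8527 genes passed it at any fold, so a call says little beyond the 1.5-fold and does not show a difference beyond the usual spread between cultures. Below, genes counted as higher in a library are such calls. At 2-fold or more 1603 genes differed, 632 higher in replicate 2 and 971 higher in replicate 1. The log2 ratio also followed base composition. Genes with a GC content of 31.9% to 42.0% had a median ratio of -0.70, replicate 2 over replicate 1, and genes at 53.5% to 55.4% had 0.19. With the GC and length trend removed 3289 genes differed, of which more were higher in replicate 2 (1676) than in replicate 1 (1613), so the direction of the majority depended on the processing. Of the 4097 genes, 2751 differed by 1.5-fold the same way as log2(TPM + 1) in the first quantification and 2537 in the second. The libraries also differed in the mean fragment length implied by the effective lengths, 280 bases in replicate 1 and 247 in replicate 2, and in the share of ribosomal RNA genes, 1.86% and 0.712% of TPM.

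**Figure D2:**
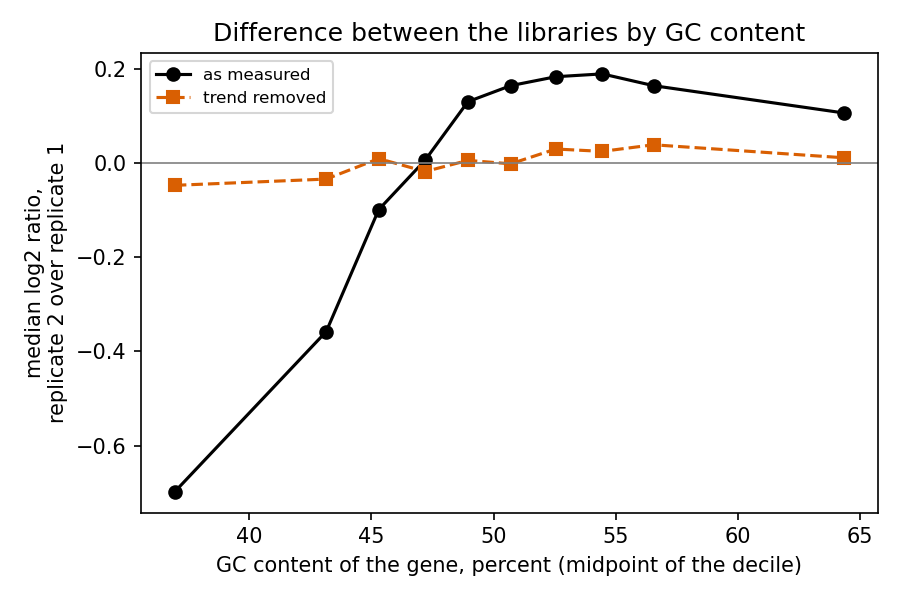
Median log2 ratio of TMM-scaled counts, replicate 2 over replicate 1, for 10 equal groups of genes ordered by GC content in percent, as measured (black) and with the fitted GC and length trend removed (orange). As measured, the lowest group lies at -0.70 and the groups above 46.3% GC lie above 0.

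Chemokines, inflammatory cytokines and cell cycle genes were higher in replicate 1. Among 15 chemokines, 9 were higher in replicate 1 and 1, Cxcl9, in replicate 2, with a median log2 ratio of -0.64 where matched random lists spanned -0.20 to 0.54. Ccl12 differed 2.9-fold and Ccl2 2.57-fold. Among 16 inflammatory cytokines, 7 were higher in replicate 1 and 4, Il1rn, Ebi3, Csf1 and Tnfsf9, in replicate 2. The median was -0.49 against a matched span of -0.22 to 0.49. Il1a differed 4.5-fold, Il6 4.18-fold and Il1b 3.9-fold, while Tnf differed 1.09-fold. After removal of the GC and length trend the list medians were -0.47 and -0.27, both still below their matched spans, and the log2 ratio of Il6, a gene of low GC content, went from -2.06 to -0.86. Among 18 cell cycle genes 10 were higher in replicate 1 and 0 in replicate 2, with a median of -0.79 (matched span -0.53 to 0.25), and as log2(TPM + 1) -0.53 in the first quantification (matched span -0.34 to 0.16) and -0.41 in the second (-0.33 to 0.17). Top2a differed 5.79-fold and Ccnb2 5.85-fold. Neutrophil markers moved with these groups, since S100a9 (24.5-fold), Ltf (21.2-fold), Ngp (19.0-fold) and S100a8 (17.2-fold) were all higher in replicate 1. Csf3r was 1.62-fold higher in replicate 2 and Mmp8 differed 1.06-fold. Pf4 and Ppbp, of the erythroid and megakaryocyte list, were each 5.86-fold higher in replicate 1. Of the 10 members of that list 7 stayed below 1 TPM in both libraries, and which cells Pf4 and Ppbp came from was not tested.

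**Figure D3:**
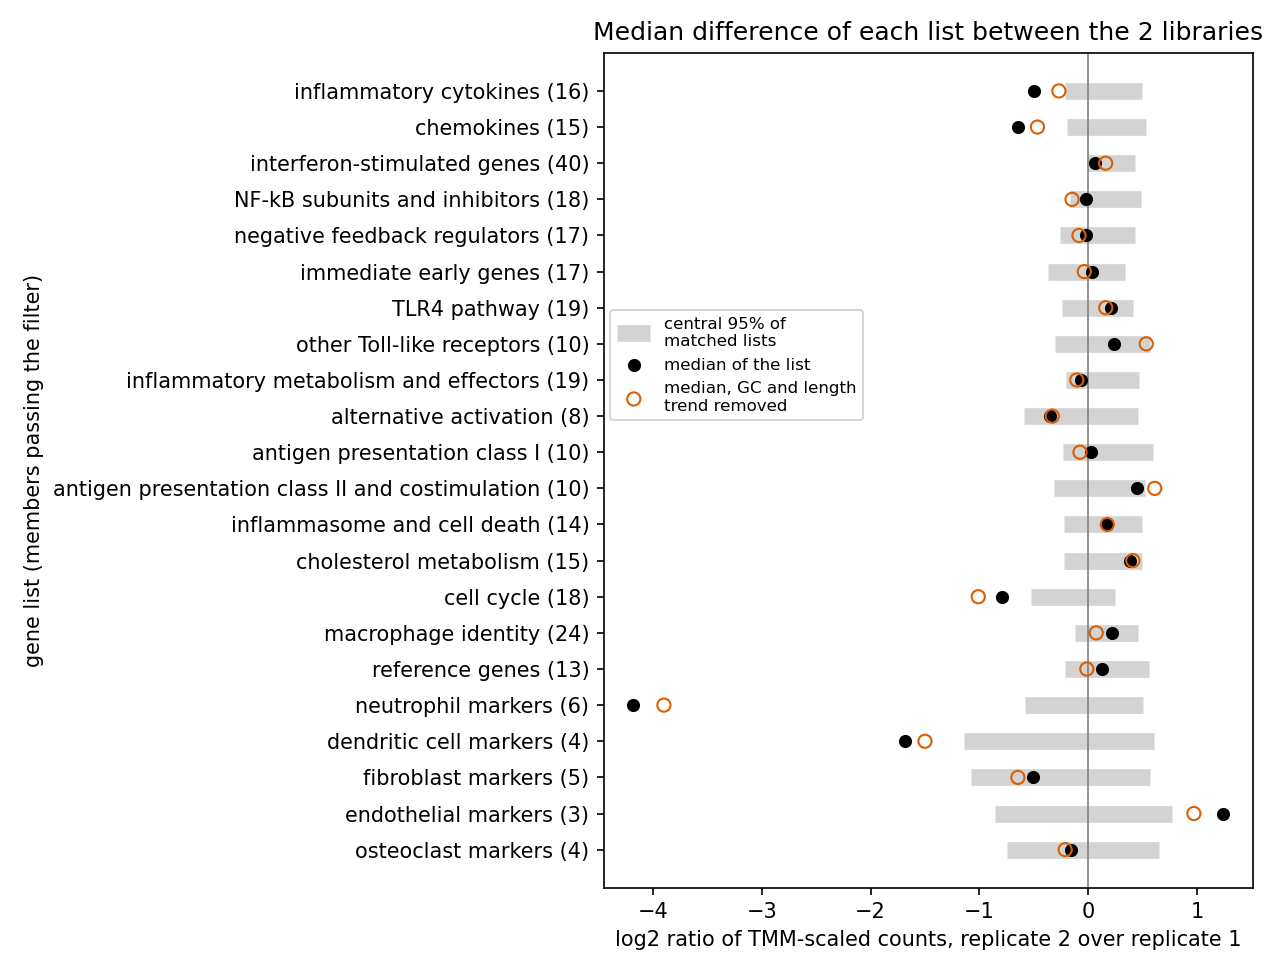
Median log2 ratio of TMM-scaled counts, replicate 2 over replicate 1, for each main and other-cell gene list with 3 or more members passing the count filter (black points; open orange circles with the GC and length trend removed), with grey bars for the central 95% of random lists matched on expression to the uncorrected list. Neutrophil markers lie at -4.18 and the chemokines at -0.64, both left of their bars.

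By counts, the interferon-stimulated genes did not stand apart between the libraries. Of 40 members 6 were higher in replicate 2 and 3 in replicate 1, and their median log2 ratio of 0.07 lay inside the matched span of -0.01 to 0.44. As log2(TPM + 1) their median was -0.05 in the first quantification and -0.11 in the second, below matched spans that start at -0.04 and -0.03. The medians of the NF-kB (-0.02), negative feedback (-0.02), immediate early (0.04), TLR4 pathway (0.21), other Toll-like receptor (0.24), inflammatory metabolism (-0.06), alternative activation (-0.35), class I (0.02), class II and costimulation (0.45), inflammasome (0.17), cholesterol (0.39), macrophage identity (0.22) and reference gene (0.13) lists lay inside their spans as well. Of these, the cholesterol median lay above its span in the second quantification (0.64) and inside it as log2(TPM + 1) in the first, and with the GC and length trend removed the NF-kB median (-0.15) lay below its span and the other Toll-like receptor (0.53) and class II (0.61) medians above theirs. Within the macrophage identity list, Cd36, a scavenger receptor gene of 38.6% GC, was 7.34-fold higher in replicate 1, and Cd68 (2.53-fold) and Fcgr3 (1.98-fold) were higher in replicate 2. With the GC and length trend removed the log2 ratio of Cd36 went from -2.88 to -2.13. Dendritic cell markers (median -1.68, 4 genes, none at 1 TPM in both libraries) lay below their span and endothelial markers (1.24 over Kdr, Vwf and Cdh5) above it, and the fibroblast (-0.51) and osteoclast (-0.16) medians lay inside. Ribosomal protein genes had a median of -0.23, below the span of 0.03 to 0.34, and mitochondrially encoded genes one of 0.59, above the span of -0.19 to 0.54. The mitochondrial median lay inside as log2(TPM + 1) in the first (0.43) and second quantification (0.53) and rose to 1.85 with the trend removed. The medians of the nuclear RNAs (-0.41) and replication-dependent histones (0.31) lay inside, but with the trend removed that of the histones (0.45) lay above its span. The remaining lists had fewer than 3 members with enough counts. Without the filter, the erythroid and megakaryocyte (-2.48), mast cell and basophil (-1.94) and NK cell (-1.09) medians lay below their spans, and the T cell (-0.65), B cell (-0.34) and progenitor (0.05) medians lay inside.

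**Figure D4:**
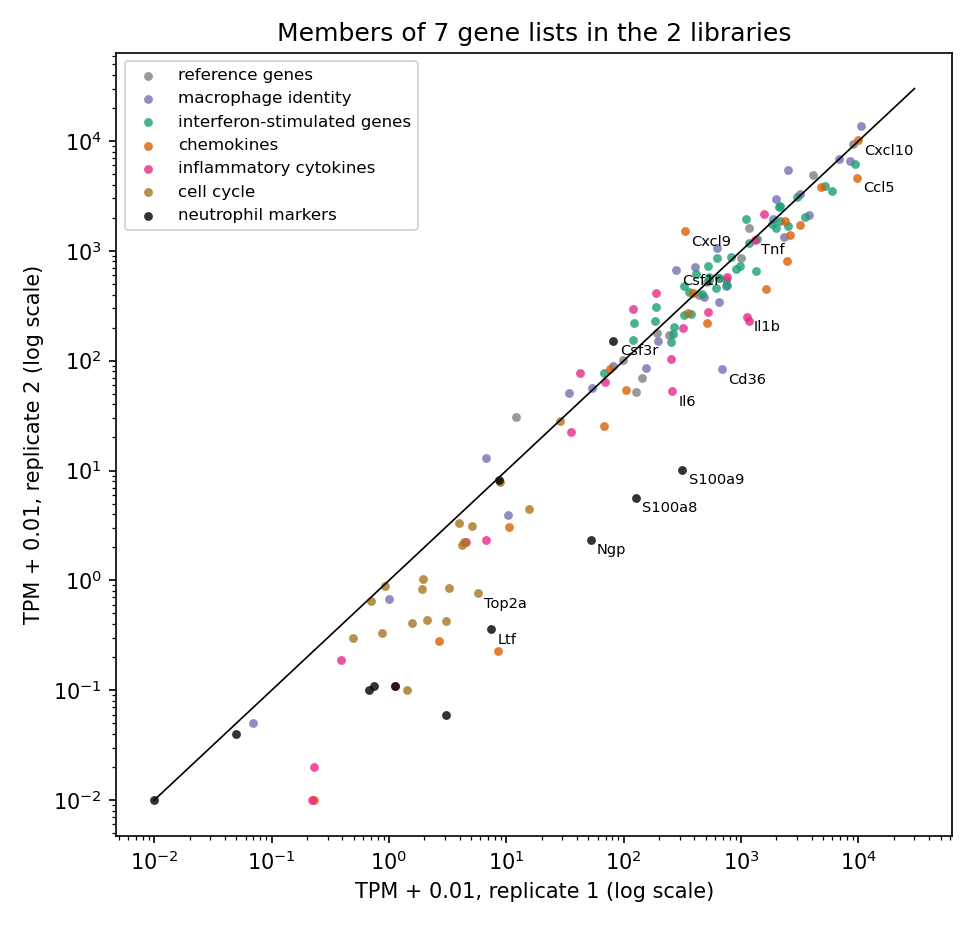
TPM + 0.01 of the members of 7 gene lists in replicate 1 (x axis) and replicate 2 (y axis), both on log axes, 1 point per gene, with the line of equal values. S100a9 lies at 316 and 10.2 TPM, far below the line, and Cxcl10 at 9868 and 10226 TPM close to it.

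Among the 10 genes with the largest ratio in each direction, those higher in replicate 1 included S100a9, Ltf, Ngp and S100a8, the proliferation-related Pclaf (10.1-fold), Ube2c, Shcbp1 (7.98-fold) and Hmmr (7.98-fold), the chitinase-like Chil1 (9.26-fold) and the predicted gene Gm15899. Those higher in replicate 2 were the kallikrein Klk1b11 (13.2-fold, from 4.37 to 50.4 TPM) and 9 gene models, Gm49369, Gm20721, AC129217.1, Gm38431, Gm42418, Gm6829, Gm45193, Gm49378 and AC134468.1. The counts of all 9 were fractional, as were those of Gm15899, which means that reads shared with other genes were divided among them, and their ratios are uncertain. On the log2(TPM + 1) scale, which draws ratios of genes of low TPM towards 0, the ratio of Gm20721 was 5.53 in the first quantification and -0.20 in the second, that of Gm38431 3.17 and 0.30, and that of Hmmr -0.89 and -0.49, with 3.99 and 2.33 TPM of Hmmr in the second. The other 16 of 19 ratios kept their direction at 1.5-fold or more in the second quantification, and Gm15899 was listed at 0 in both libraries.

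Most genes, and most response genes, had the same leading transcript in both libraries. The share of response genes was not tested against that of genes in general. The leading transcript was the same in both libraries for 4534 of 5414 genes with 2 or more transcripts at 10 TPM or more, or 83.7% (exact Clopper-Pearson 95% interval 82.7% to 84.7%). Of 104 response genes with 2 or more transcripts at that level, 14 had a leading transcript that differed between the libraries, and 17 one that differed between the libraries or between the quantifications. These 17, of which Relb, Ptges and Pfkfb3 differed between the quantifications and not between the libraries in the first, were Mx1, Cxcl9, Sod2, Tnip3, Ifih1, Atf3, Nfkb2, Rela, Nfkb1, Csf1, Pfkfb3, Dusp1, Relb, Ptges, Ikbkg, Slc16a3 and Pdk1. For Cxcl9 (ENSMUSG00000029417.9, chromosome 5, 92321347 to 92328079, minus strand), the protein-coding transcript Cxcl9-201 took 97.8% of the gene's TPM in replicate 1 and 35.8% in replicate 2. A retained-intron transcript of 370 bases, Cxcl9-202, took 2.15% and 64.2%. The whole gene Cxcl9 thus had 331 and 1507 TPM but the protein-coding transcript 324 and 539 TPM. For Rela, which encodes NF-kB p65, the transcript Rela-201 took 67.5% and 18.9%, with 68.5 and 78.0 TPM, although gene TPM was 101 and 412. For Dusp1 the transcript Dusp1-206 took 40.1% and 80.4%. Between the quantifications, Pearson's r of log2(TPM + 1) of gene totals, across genes, was 0.912 in replicate 1 and 0.931 in replicate 2, and 97.8% (95% interval 97.4% to 98.1%) and 97.4% (97.0% to 97.8%) of genes at 10 TPM or more were within 2-fold.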

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

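The tests of GC content and of the cytokine excess and the log2(TPM + 1) of the first quantification were chosen after the results were seen; the test on further neutrophil genes was written before those genes were looked at. The design, with 1 group, names no biological difference between the libraries, so none from it was tested. Reads of phiX174, a sequencing control, stood out as a signal outside the measured genes, with 50198 expected counts in replicate 1 and 56215 in replicate 2, or 0.132% and 0.0882% of each total, above the 3 counts that 0 allows. The 96 ERCC spike-in rows had 0 counts in both libraries.

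Neutrophil markers were higher in replicate 1, with a median log2 ratio of -4.18 over the 6 of 12 genes with enough counts, -2.82 over 11 genes without the filter, and as log2(TPM + 1) -3.22 in the first quantification and -2.97 in the second. Removing the GC and length trend left the median at -3.9, below the matched span that starts at -0.49, which argues against that trend as the whole cause. If replicate 1 held a few neutrophils or their precursors, other neutrophil genes should be higher there too. Of 17 further neutrophil genes, 9 had 10 or more counts, and their median ratio was -1.74 (matched span -0.95 to 0.63). Of these 9, 8 were lower in replicate 2 and Padi4 was the exception, so a small share of such cells is a candidate explanation. These genes had at most 140 counts in a library. Only Padi4 and Asprv1 passed the count filter and were tested singly, and Asprv1 (1.92-fold) was called higher in replicate 1. The others were not tested, so the absence of a call for them decides nothing. Without the filter the erythroid and megakaryocyte (-2.48), mast cell and basophil (-1.94), dendritic cell (-1.49) and NK cell (-1.09) medians also lay below their spans. Calls were made only for members that passed the filter. They numbered 2, 0, 3 and 0 higher in replicate 1 and 0, 1, 0 and 0 in replicate 2. Members that did not pass were not tested, so 0 calls does not weigh against these medians. The endothelial median (0.96) lay above its span, and the T cell (-0.65), B cell (-0.34), fibroblast (-0.54), osteoclast (0.66) and progenitor (0.05) medians lay inside, so markers of other cells went both ways. Macrophages in another state stay open and untested. Csf3r and Mmp8 did not follow, and whether their own level in the macrophages hides a small share was not tested.

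Chemokines and inflammatory cytokines were higher in replicate 1, with a pooled median of -0.62 over 31 genes. With the GC and length trend removed the median was -0.30 (matched span -0.05 to 0.37), so the trend may account for part of the difference but not for all of it. RNA from neutrophils as the source cannot be told apart without a measured profile of such cells. Of the 16 genes called higher in replicate 1, 7 (Ccl5, Ccl2, Ccl4, Ccl7, Ccl12, Il1a and Il1b) exceeded replicate 2 by more TPM than S100a9, whose excess was 306 TPM, and 9, among them Il6 and Cxcl2, by less. A stimulus response that differed in strength or timing between the cultures stays open and was not tested, and so does a difference in RNA or library quality, of which the fragment lengths (280 and 247 bases) and the ribosomal RNA shares (1.86% and 0.712% of TPM) in replicates 1 and 2 would be signs.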

How the results depend on the processing

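The correction for GC content and length, the demand for 1.5-fold in the second quantification and the log2(TPM + 1) of the first were chosen after seeing the data. The last was added because ratios in the second quantification are on that scale too, while the main ratios are of counts. No paired analysis was possible because the series has 1 group. Each library alone leaves no spread, so those values carry no error. Where a construction (a higher threshold, a smaller total) does not give the reason, the cause was not tested. Detected genes stayed within 1.5 times under all 7 alternatives, from 6997 at 5 TPM to 12246 at 10 counts. List members at 1 TPM stayed within 1.5 times in the second quantification and with rescaled TPM. At 5 TPM, fewer by construction, 0 interferon, 9 immediate early, 3 cell cycle, 1 endothelial and 1 erythroid and megakaryocyte gene remained. With 1 library alone there were 1 to 2 interferon genes and 9 to 16 cell cycle, 5 to 8 neutrophil, 0 to 2 dendritic cell and 1 to 2 B cell genes.

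Rescaling TPM over nuclear protein-coding genes, which raises the values kept by construction and leaves out Cxcl11 and Mx2 (annotated as polymorphic pseudogenes), gave list medians, over mean TPM, of 1110 against 662 (chemokines), 776 against 632 (interferon-stimulated), 191 against 158 (NF-kB), 28.5 against 23.6 (feedback), 9.12 against 7.56 (immediate early), 24.9 against 20.6 (TLR4 pathway), 453 against 375 (class I), 123 against 102 (class II), 185 against 154 (inflammasome), 597 against 494 (macrophage identity) and 501 against 415 TPM (reference genes). Against the same medians, and 0 for interferons, the second quantification gave 644 (chemokines), 0.0069 (interferons), 7.06 (immediate early), 21.4 (TLR4 pathway) and 99.9 TPM (class II). Medians in 1 library alone, which can both lie below that over mean TPM, ranged from 90.0 to 155 (cytokines, 167 over mean TPM), 433 to 453 (chemokines), 639 to 696 (interferon-stimulated), 120 to 166 (NF-kB), 7.27 to 7.31 (immediate early), 19.5 to 20.2 (TLR4 pathway), 69.0 to 109 (other Toll-like receptors, 114 over mean TPM), 94.5 to 96.9 (class II), 131 to 151 (inflammasome) and 479 to 618 TPM (macrophage identity).

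No difference between lists changed sign. Interferon-stimulated over reference genes was 0.63 in the second quantification and 0.92 by the mean of log2(TPM + 1). By that mean, cytokines over reference genes was -2.72, immediate early over interferon-stimulated genes -6.1, alternative over inflammatory -3.98 and macrophage over neutrophil 5.93. Over members at 1 TPM these 4 were -0.82, -5.88, -2.05 and 4.66. Alternative over inflammatory was -4.87 in the second quantification.

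Medians between the libraries moved outside the matched span for interferon-stimulated genes as log2(TPM + 1) in both the first (-0.049) and the second quantification (-0.11), for cholesterol genes (0.64) in the second alone, and for NF-kB (-0.15), other Toll-like receptor (0.53) and class II genes (0.61) with the trend removed. The mitochondrial median moved inside as log2(TPM + 1) in the first (0.43) and second quantification (0.53) and from 0.59 to 1.85 with the trend removed, where that of histones moved outside. Chemokines, inflammatory cytokines and cell cycle genes stayed below their spans under all 5 alternatives. The 4097 differing genes became 1603 at 2-fold, 2751 with 1.5-fold demanded as log2(TPM + 1) in the first quantification and 2537 in the second, fewer by construction. More of them were higher in replicate 1, except without the filter (2347 against 2447) and with the trend removed (1613 against 1676). The coefficient of variation was 0.367 without the filter. The correlation of the libraries was 0.913 with a pseudocount of 0.1, 0.982 without the filter and 0.929 in the second quantification, and that of the quantifications 0.828 with a pseudocount of 0.1 and 0.97 without the filter. The same leading transcript was seen for 78.1% of genes in the second quantification, 82.1% at 1 TPM, and between quantifications 92.0% and 86.1%. In expected counts the 10 and 100 highest genes held 13.3% and 35.9%, mitochondrial genes 2.9% and ribosomal protein genes 1.18%. In the second quantification the 100 highest held 44.3% and mitochondrial genes 7.48%. As log2(TPM + 1), the ratio of Gm20721 (-0.20) reversed there, those of Hmmr (-0.49) and Gm38431 (0.30) fell under 1.5-fold, 16 did neither and Gm15899 had no value. In the first quantification on that scale all 20 stayed past 1.5-fold, Hmmr at -0.89 and Gm38431 at 3.17. Of the levels of named genes, 25 moved by more than the spread in the second quantification and 112 did not, against 49 and 87 with rescaled TPM. Depth limits the interferon genes and neutrophil genes of few counts, and with 2 libraries the spread itself is poorly known.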

Other observations

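The tests on sterol synthesis genes were written before those genes were looked at; the lysosomal and complement lists and, for cell cycle genes, the trend removal and the log2(TPM + 1) of the first quantification were chosen after the first results were seen. Lysosomal genes outside the identity list were high in both libraries. All 20 reached 1 TPM, with medians of 315 and 353 TPM, led by the membrane protein Lamp1 at 2462 ± 1100 TPM, the cathepsin Ctsz at 1588 ± 298 TPM and Cd63 at 1123 ± 110 TPM (SD, n = 2). Of these, 6 were higher in replicate 2 and 1, the proton pump subunit Atp6v0d2, in replicate 1. The list's median log2 ratio of 0.36 lay inside the matched span of -0.10 to 0.50. Complement genes were also expressed, with 9 of 10 at 1 TPM in both libraries. The C1q chains C1qb and C1qc stood at 2406 ± 95.2 and 1201 ± 142 TPM, C3 at 882 ± 562 TPM and the factor B gene Cfb at 95.8 ± 9.58 TPM (SD, n = 2).

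Sterol synthesis genes were higher in replicate 2. On the list fixed first, genes including Sqle, Insig1, Srebf2, Scd2 and Ch25h were called higher in replicate 2 and Lpl in replicate 1, while the median of 15 genes, 0.39, lay inside the matched span. The hypothesis that the sterol and fatty acid program as a whole was higher predicted a high median for 21 genes not yet looked at. All 20 of them with enough counts had a higher ratio in replicate 2, 13 by the exact binomial test and 1.5-fold, with a median log2 ratio of 0.93 (matched span -0.34 to 0.29). Cyp51 differed 3.52-fold and Sc5d 2.74-fold. With the GC and length trend removed the median was 0.83 (matched span -0.27 to 0.25), so that trend is unlikely to be the cause. A difference between the cultures in sterol supply or cell state may lie behind it, and was not tested.

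The cell cycle genes kept a lower median in replicate 2 with the GC and length trend removed, at -1.01, against -0.79 as measured, and as log2(TPM + 1) in the first (-0.53) and second quantification (-0.41). Kdr and Vwf, genes named for endothelium, had 20.0 and 67.6 TPM and 4.08 and 8.97 TPM in replicates 1 and 2, beside 0.01 TPM of Tek and 0 of Cldn5.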
